# Endogenous hydrogen peroxide increases biofilm formation by inducing exopolysaccharide production in *Acinetobacter oleivorans* DR1

**DOI:** 10.1038/srep21121

**Published:** 2016-02-17

**Authors:** In-Ae Jang, Jisun Kim, Woojun Park

## Abstract

In this study, we investigated differentially expressed proteins in *Acinetobacter oleivorans* cells during planktonic and biofilm growth by using 2-dimensional gel electrophoresis combined with matrix-assisted laser desorption time-of-flight mass spectrometry. We focused on the role of oxidative stress resistance during biofilm formation using mutants defective in alkyl hydroperoxide reductase (AhpC) because its production in aged biofilms was enhanced compared to that in planktonic cells. Results obtained using an *ahpC* promoter-*gfp* reporter vector showed that aged biofilms expressed higher *ahpC* levels than planktonic cells at 48 h. However, at 24 h, *ahpC* expression was higher in planktonic cells than in biofilms. Deletion of *ahpC* led to a severe growth defect in rich media that was not observed in minimal media and promoted early biofilm formation through increased production of exopolysaccharide (EPS) and EPS gene expression. Increased endogenous H_2_O_2_ production in the *ahpC* mutant in rich media enhanced biofilm formation, and this enhancement was not observed in the presence of antioxidants. Exogenous addition of H_2_O_2_ promoted biofilm formation in wild type cells, which suggested that biofilm development is linked to defense against H_2_O_2_. Collectively, our data showed that EPS production caused by H_2_O_2_ stress enhances biofilm formation in *A. oleivorans*.

Many bacterial species exist in multicellular communities known as biofilms that can attach to any biotic or abiotic surface and at the interface between air and water in many different habitats^1^. The characteristics of cells within biofilms differ from those of planktonic cells. Among the biofilm-specific traits are antibiotic tolerance and resistance, slow growth, metabolic shift, production of extracellular matrix (ECM), and different cellular surface properties^2^. These physiological and phenotypical transitions result from the fine-tuned regulation of biofilm-specific genes involved in quorum sensing, the expression of small RNAs, cyclic diguanosine-5′-monophosphate (c-di-GMP) signaling, flagella biosynthesis, and ECM production^2^,^3^,^4^. The ECM is composed of exopolysaccharides, nucleic acids, and proteins, which surround biofilms and increases their tolerance to environmental chemicals^5^,^6^. This matrix also helps bacterial pathogens avoid host immune responses^7^. High ECM production creates a barrier that limits the penetration of various chemicals, including oxygen, nutrients, wastes, and antibiotics^8^,^9^. Because cells occupy different locations within a biofilm, they encounter different concentrations of chemicals, leading to heterogeneity in gene expression and physiology^2^.

Nonpolar, diatomic oxygen gas is small and freely diffusible through biological membranes, which is an important characteristic for aerobic respiration, where it is used as an electron acceptor^10^. Reactive oxygen species (ROS) can be generated during either respiratory or fermentative cellular metabolism, mainly as an unavoidable consequence of electron transfer from autooxidizable flavoproteins (such as NADH dehydrogenase and fumarate reductase) to O_2_^10^,^11^. Most aerobic and microaerophilic organisms have evolved protective mechanisms against ROS stress^12^. Successive electron acceptance by O_2_ generates superoxide (O_2_^−^) and hydrogen peroxide (H_2_O_2_). H_2_O_2_ reacts with ferric iron, thereby forming highly toxic hydroxyl radicals (HO^•^) through the Fenton reaction^10^. In bacterial cells, superoxide is dismuted by superoxide dismutase (SOD), and H_2_O_2_ is targeted by catalases and alkylhydroperoxidase^10^. However, excessive ROS is toxic to almost all cellular processes because of damaging effects on proteins and DNA^13^. Many environmental chemicals such as redox dyes, antibiotics, and organic and metal pollutants are also sources of ROS production^14^. In bacteria, endogenous and exogenous ROS are sensed by many redox-active transcriptional factors, such as OxyR, SoxR, OhrR, and PerR, which turn on genes involved in removing ROS and defending against their deleterious effects^10^,^15^,^16^,^17^. In response to H_2_O_2_ exposure, OxyR tetramers are activated through the formation of intra-disulfide bonds between cysteine residues. Several OxyR-controlled genes, including peroxiredoxin (*ahpC*), catalase (*katG*), and thioredoxin reductase (*trxB*), are involved in H_2_O_2_ detoxification^14^. Alkyl hydroperoxidase, which is composed of peroxiredoxin (AhpC) and the cognate reductase (AhpF), also plays an important role in scavenging endogenous H_2_O_2_^18^.

However, little is known about the oxidative stress response in *Acinetobacter* species. Non-pathogenic *Acinetobacter* species and the pathogen *A. baumannii* can experience different levels of ROS stresses during growth in their natural habitats and hosts, respectively^19^,^20^. *A. oleivorans* DR1, a soil-derived bacterium, forms biofilms at oil-water interfaces and requires the ECM for protection under these oily conditions. ROS stress is generated in *A. oleivorans* DR1 during growth on alkanes^20^,^21^,^22^. However, the relationship between the ROS stress responses and biofilm formation has not been explored in *Acinetobacter*. In this study, we used a proteomic approach to identify proteins important for biofilm formation and maintenance. Our data showed that the level of OxyR-regulated AhpC remains high in aged biofilms and that deletion of the *ahpC* gene appears to promote early biofilm formation by inducing exopolysaccharide (EPS) production. Furthermore, the addition of exogenous H_2_O_2_ or antioxidants modulated biofilm formation by altering EPS production.

## Results

### Differentially expressed proteins in mature and aged biofilms

To identify proteins associated with biofilm formation and maintenance, we employed a proteomics-based approach using *A. oleivorans* DR1 as a model soil microorganism. Among the 49 and 60 proteins that were upregulated in 24-h mature (Table 1 and Supplementary Table S1) and aged 48-h (Table 2 and Supplementary Table S2) biofilms, 12 and 16 proteins, respectively, were chosen for further analysis because their expression differences were higher than 1.5-fold. The predicted functions of 12 upregulated proteins detected in mature biofilms are related to histidine metabolism (HutI), guanine and quinone biosynthesis (UbiE, GuaB), outer membrane receptors (OprC, FabA), acetoin oxidoreductase (AcoB), and tRNA-dihydrouridine synthase (DusA) as well as two unknown proteins. Sixteen proteins detected in aged biofilms are related to oxidative stress defense (AhpC, Gpx), electron transfer flavoprotein and ATP synthase (EtfA, AtpD, and NudF), dehydrogenases (Dho, GabD, and Mdh), outer membrane receptors (FepA), histidine metabolism (HutU), and pili biogenesis (PilH).

In addition, mature and aged biofilms shared 3 common proteins: fumarate hydratase (FumC), a putative alcohol dehydrogenase (Adh), and a TonB-dependent receptor-like protein (CirA). These 3 proteins found in both biofilms may be important for biofilm maintenance. Upregulation of both alkyl hydroperoxide reductase (AhpC) and glutathione peroxidase (Gpx) implies that their function, the prevention of ROS toxicity, is essential for the maintenance of aged biofilms.

### Transcriptional regulation of *ahpC* expression in biofilms

Expression of *ahpC* was monitored in both planktonic and biofilm cells using the *A. oleivorans* DR1 strain, which contains a green fluorescence protein (*gfp*) reporter construct (pRK-P_*ahpC*_::*gfp*) (Fig. 1A). The involvement of OxyR in the regulation of *ahpC* gene expression was confirmed^23^. It has been reported that aerobic cells can release H_2_O_2_^24^, which was also observed in our reporter assay when cells were grown in rich media without added H_2_O_2_ (Fig. 1A,B). Our reporter construct responded to H_2_O_2_ (100 μM), as shown in Fig. 1A,B. In contrast to the 1.5-fold higher GFP expression observed in mature (24-h) planktonic cells versus biofilm cells at 24 h, 1.6-fold greater induction of *ahpC* expression was observed in aged biofilms compared to planktonic cells at 48 h (Fig. 1C), which is consistent with our proteomic data showing that AhpC protein levels remain high in aged biofilms. This differential GFP expression was visualized using confocal laser scanning microscopy (CLSM) (Fig. 1D). Based on these results, it is apparent that cells in growing planktonic culture in rich medium are under more oxidative stress at 24 h than at 48 h. Conversely, cells in aged biofilms appear to be under more oxidative stress than those in mature biofilms.

### Early biofilm formation in an *ahpC* deletion mutant

Deletion of *ahpC* or its regulator *oxyR* led to a slight growth defect in rich medium (LB) when compared to the growth of the wild type strain (Supplementary Fig. S1). Interestingly, the defect varied depending on the medium used. For wild type cells, optimal growth was observed in nutrient broth (NB), and severe growth defects were observed for both mutants when grown in this medium. However, when growth was monitored in another rich medium (LB medium) only a slight growth defect was observed. However, no growth defect was observed in MSB containing succinate (MSBS) medium. Thus, we used LB and MSBS medium to assess changes in the timing of biofilm formation. Despite the slight growth defect of the *ahpC* mutant, it exhibited 1.7-fold more mature biofilm formation at 24 h and 1.5-fold more aged biofilm at 48 h than the wild type (Fig. 2A). The dispersal rates of the *ahpC* mutant was similar to those of the wild type and *oxyR* mutant in LB media (Fig. 2A). The same conclusion was drawn using CLSM images stained with live/dead dye (Fig. 2B). However, although deletion of the master regulator gene *oxyR* resulted in a growth defect similar to that of the *ahpC* mutant, the timing of biofilm formation for this mutant did not differ from that of wild type cells (Fig. 2A). This discrepancy cannot be clearly explained; however, it is possible that other enzymes that detoxify H_2_O_2_ and modify cellular structures are upregulated in the *oxyR* mutant, which modulates biofilm formation, but not planktonic growth. Addition of exogenous H_2_O_2_ to MSBS promoted biofilm formation in all strains; 2-fold and 1.6-fold increased biofilm formations were observed with the wild type and *ahpC* mutant strains, respectively (Fig. 2C). Results obtained using the a*hpC* complementary strain verified our finding (Supplementary Fig. S2). Taken together, our data suggest that early biofilm formation in the *ahpC* mutant may be a defense mechanism to avoid oxidative stress.

### Enhanced EPS production in the *ahpC* mutant

Production levels of the major biofilm-contributing factor (EPS) were measured in the *ahpC* mutant, the *oxyR* mutant, and wild type cells (Fig. 3A). The *ahpC* mutant produced 1.7-fold more EPS than did the wild type strain when grown in LB medium, but not when grown in minimal MSBS medium. Based on this finding, together with the early biofilm formation observed with the *ahpC* mutant, a reasonable conclusion is that cells grown in rich media are under more oxidative stress than those grown in minimal medium, which might lead to higher EPS production. It is noteworthy that in our previous study, both NaCl and hexadecane stress induced EPS production in the wild type strain^25^. However, the molecular mechanism explaining the relationship between those stresses and EPS production has not been explored^25^. Congo red (CR) staining also showed slightly enhanced EPS production in the *ahpC* mutant (Fig. 3B). Very little has been done to characterize EPS production in *Acinetobacter* species. The genome of *A. oleivorans* DR1 contains 3 possible EPS operons: 2 poly-N-acetyl glucosamine (PNAG) operons (AOLE14655–AOLE14675 and AOLE06340–AOLE06360) and the K locus, which is known to encode an important EPS complex in *A. baumannii*^26^ (Supplementary Figs S3 and S4). The PNAG operon is composed of 4 genes, *pgaABCD*, which are required for the synthesis and transport of PNAG. Our previous RNA-seq data obtained under oxidative stress showed that only the first PNAG operon (AOLE14655–AOLE14675) was highly induced following Paraquat treatment (1 mM), suggesting that this EPS operon is likely controlled by oxidative stress (Fig. 3C). When cells were grown aerobically in MSBS, higher levels of *pgaC* and *pgaD* expression (2.3-fold and 1.7-fold higher, respectively), which encode the catalytic subunits of PNAG synthase, were observed in the *ahpC* mutant by quantitative reverse transcriptase PCR (qRT-PCR). Here, a higher fold-change increase in the expression of *pgaC* and *pgaD* was observed in the *ahpC* mutant (2.8-fold and 2.3-fold, respectively) when grown in LB medium (Fig. 3D). Consistent with our RNA-seq data, our semi-quantitative, real-time RT-PCR data showed that this PNAG gene cluster is indeed an operon that could be induced by H_2_O_2_ (Fig. 3E). Higher RT-PCR band intensities were noted in cells exposed to H_2_O_2_, and higher EPS production in biofilms was also observed by scanning electron microscopy (Fig. 4). In addition, *oxyR* and *ahpC* mutant cells growing exponentially on cover glass showed EPS-like extracellular structures.

### Increased H_2_O_2_ production in the *ahpC* mutant

Extracellular H_2_O_2_ accumulated in both the *oxyR* and *ahpC* mutants grown in MSBS at early exponential phase due to a defect in H_2_O_2_ removal during aerobic growth (Fig. 5). Much higher H_2_O_2_ production (3.9-fold increased within 30 min) was noted with the *ahpC* mutant, and results obtained using the *ahpC* complementary strain verified this finding (Supplementary Fig. S5). H_2_O_2_ production could not be measured in rich media, such as NB or LB, owing to interference from the nutrient components. Interestingly, when well-known antioxidants, such as ascorbic acid or proline, were added^27^,^28^, biofilm formation by both the wild type and mutant strains appeared to decrease at 24 h (Fig. 6A–C). Moreover, *pgaC* expression was decreased in all strains when mutants were grown aerobically in MSBS or LB medium with antioxidants such as ascorbic acid or proline (Fig. 6D). Both wild type and mutants appeared to have similar levels of *pgaC* expression under antioxidants-amended conditions.

## Discussion

Our initial rationale for this proteomic study was to identify important biofilm-related proteins in *Acinetobacter* species, which have been poorly explored compared to other important environmental microbes. However, only a small number of differentially expressed proteins could be characterized in our study due to the low resolution of our proteomic analysis. In fact, many proteins previously linked to biofilm formation and maintenance were not found, including those related to stress responses, motility, curli production, exopolysaccharide production, c-di-GMP synthesis and degradation, as well as other well-known contributors to biofilm build up^29^,^30^,^31^. These data suggested that the abovementioned proteins may be regulated in a more sophisticated manner, such that the 2 time points used and/or the low number of proteins identified were not sufficient to detect these biofilm-specific proteins. Only a few proteins that may be related to biofilm formation and maintenance were found (Tables 1 and 2 and Supplementary Tables S1 and S2). Among these were imidazolonepropionase (HutI) and urocanate hydratase (HutU), two enzymes involved in the metabolism of histidine, which can be converted to molecules related to DNA synthesis, such as purines and pyrimidines. DNA synthesis is linked to extracellular DNA generation for biofilm formation^32^. A hypothetical protein encoded by AOLE_07010 was 260-fold upregulated in our mature biofilm (Table 1). Bioinformatics analysis suggested that this protein shares 35% protein identity with a lysophospholipase from *Legionella pneumophila*^33^. The role of this protein in biofilm formation is unclear. Outer membrane protein C (OprC, encoded by AOLE_18500) was upregulated 10.6-fold in mature biofilms. Our previous data suggested that *oprC* is an OxyR-controlled gene^23^ and that EtfA (encoded by AOLE_04180), which is involved in electron transport, and FumC (encoded by AOLE_07235) are highly upregulated by H_2_O_2_ and superoxide generators, respectively. OxyR is a master regulator of oxidative stress defense against H_2_O_2_ in many bacterial species, and in *Escherichia coli*, its regulon includes *ahpCF, katG, gorA, trxC*, and *dps*^34^,^35^. Interestingly, the peroxiredoxin AhpC was upregulated in aged biofilms only (Table 2). AhpC is known to be very abundant in bacterial cells throughout growth^36^. The higher level of AhpC detected in aged biofilms at 48 h shows its importance in maintaining biofilm structure and defense against ROS stress in aged biofilms (Table 2 and Fig. 1). Our proteomic data indicated that these ROS defense-related proteins might play an important role in the maintenance of *A. oleivorans* biofilms.

A recently emerging topic in biofilm research is biofilm structure-driven physiological differentiation resulting from gradients of oxygen, nutrients, waste products, and signaling molecules^11^. The oxidative stress response has been reported to be induced in cells within biofilms to reduce ROS stress encountered during growth^37^,^38^,^39^. Oxidative stress generated by endogenous ROS in biofilm cells is also known to enhance bacterial diversity and alter bacterial physiology^37^,^40^. For example, nutritional starvation in *Pseudomonas aeruginosa* biofilms confers increased antibiotic resistance through stringent signaling, and inactivation of the stringent response significantly impaired catalase and superoxide dismutase activity^41^. Our previously study also showed that protein expression of Cu, Zn-superoxide dismutase (SodC) and thiol peroxidase (Tpx) is increased in *E. coli* O157:H7 biofilms, and mutation of s*odC* and *tpx* impaired biofilm formation^42^. Iron stimulates the formation of rugose biofilms of *E. coli*, and induction of superoxide stress through the addition of a superoxide generator or mutation of *sodA* and *sodB* promotes the development of rugose biofilms^43^.

Few studies have examined the relationship between bacterial EPS production and ROS stress. Here, we provide evidence showing that a PNAG operon is upregulated in wild type cells by the addition of exogenous H_2_O_2_ and is upregulated in *ahpC* mutant cells even without exogenous H_2_O_2_ (Figs 3 and 4), which resulted in greater biofilm formation in the *ahpC* mutant (Fig. 2). Many microorganisms, such as *E. coli* and *A. baumannii*, possess a PNAG operon comprised of *pgaABCD*^44^,^45^ (Supplementary Fig. S3). We used the PNAG operons of *E. coli* O157:H7 and *A. baumannii* in a bioinformatics analysis to reveal the EPS operons in the genome of *A. oleivorans* DR1. Two PNAG operons were identified in *A. oleivorans* DR1 using a BLASTP search of the NCBI database. One of the operons spans nucleotides 3, 132, 165–3, 137, 139 and the other spans nucleotides 1, 382, 343–1, 389, 531. The loci were annotated as AOLE_14655–AOLE_14675 and AOLE_06340–AOLE_06360. In this study, only the former loci were induced by ROS stress (Fig. 3).

In *E. coli*, the *pgaA* gene product contains a predicted porin (807 aa) domain and functions as an outer membrane protein that facilitates PNAG translocation and retains PNAG on the cell surface. The predicted PgaA protein encoded in the first PNAG operon (PNAG1) in *A. oleivorans* DR1 and *A. baumannii* shared 96% identity. However, *E. coli pgaA* was not related to the *pgaA* genes of *Acinetobacter* species, which are shorter than that in *E. coli*. Moreover, an unknown gene located upstream of *pgaA*, which is annotated as a YaeQ family protein, is absent from the genome of *E. coli.* The PNAG2 operon also contains a *pgaA* gene encoding a biofilm synthesis-related protein (812 aa) that shares 25% and 83% amino acid identity with *E. coli* and *A. baumannii pgaA*, respectively. In the PNAG1 operon, *pgaB* is annotated as a PGA synthesis lipoprotein precursor functioning in PNAG export (664 aa), which shares 38% and 32% identity with *E. coli* and *A. baumannii pgaB*, respectively. *PgaC* is annotated as an N-glycosyltransferase (418 aa), and it shares 52% identity with both *E. coli* and *A. baumannii pgaC*. In addition, several amino acids important for the catalytic activity of glycosyltransferases are conserved in PgaC1 (Asp^141^, Asp^234^, Gln^270^, Arg^273^, and Trp^274^) and PgaC2 (Asp^135^, Asp^228^, Gln^264^, Arg^267^, and Trp^268^), as shown in Supplementary Fig. S6 46. The function of the *pgaD* gene product is unknown; however, in *E. coli,* it has been predicted to localize to the cytoplasm and assist the glycosyltransferase PgaC^44^,^45^. *A. baumannii* also contains a K locus that is involved in the production of complex polysaccharides^26^. Using BLASTP, a K locus, including 19 genes, was identified in the genome of *A. oleivorans* DR1. (Supplementary Fig. S4). Some of the genes in this locus were upregulated under oxidative stress in our RNA-seq data (Spplementary Fig. S4). Further characterization of the EPS operons under different growth conditions is needed to clarify their involvement in biofilm formation.

H_2_O_2_ production, biofilm formation, and EPS expression were measured in an *A. oleivorans* DR1 *soxR* mutant and *E. coli* MG1655 *katG*, Hpx (*katG, katE*, and *ahpCF*)^24^,^47^, as shown in Supplementary Fig. S7. Interestingly, all mutants appeared to show greater biofilm formation by inducing several EPS synthesis genes^48^. This additional information supported our findings, indicating that EPS production caused by oxidative stress increased biofilm formation and genes involved in EPS production were upregulated under oxidative stress conditions.

In summary, our data provide evidence that AhpC affects biofilm formation. Exogenously added and endogenously produced H_*2*_O_2_ enhanced early biofilm formation in the wild type and *ahpC* mutant strains, respectively. Early biofilm formation appears to be caused by induction of the PNAG operon, which was supported by the results of several assays.

## Methods

### Bacterial strains, culture conditions, and RNA-seq

The bacterial strains that were used in this study are shown in Supplementary Table S3. We used a diesel-degrading *A. oleivorans* strain DR1 that was isolated from the soil in a Korea University paddy field (Deokso, Gyeonggi-Do, Korea). Its genome was completely sequenced in a previous study^21^. *A. oleivorans* DR1 was grown at 30 °C in NB with aeration by shaking. When required, kanamycin (50 μg/ml) was added to the medium. Growth was monitored by measuring the optical density of the cultures at 600 nm (OD_600_) using a biophotometer (Eppendorf, Hamburg, Germany). The complete genome sequence of strain DR1 can be found in GenBank (accession no. CP002080). The genome sequence and annotation information for *A. oleivorans* DR1 was obtained from the National Center for Biotechnology Information (NCBI) database (accession number NC_014259.1). Mapped reads were visualized using BamView and Artemis software. The RNA-seq data were deposited in the NCBI Gene Expression Omnibus site under accession number GSE44347 (exponential and stationary phase grown in NB medium) and GSE70356 (1 mM PQ treatment).

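The RNA-seq libraries analysed here were 2, each from a single culture in stationary phase: wild type *A. oleivorans* DR1 and an *aqsR* mutant of the same strain. The wild type library is the stationary phase library of Fig. 3C, for which the paper gives NB medium. The *aqsR* mutant is known from the sample labels alone, and its medium was not given. The exponential phase and PQ libraries were not analysed here. According to the labels, RNA came from 5 ml of culture at an OD_600_ of at least 2.0, rRNA was removed by subtraction, and single-ended reads of 36 nt were sequenced on an Illumina Genome Analyzer IIx. The authors deposited, for each annotated gene, its position on the chromosome, the number of reads counted on it and its RPKM (reads scaled to gene length in kilobases and to library size). The read mapper and its treatment of reads that match several places are not named in the paper's text. In the wild type library 7510225 reads were counted on 3963 genes, and in the *aqsR* mutant library 6608754. Reads that match several places made up 1.71% of the wild type reads and 2.29% of the *aqsR* mutant reads. The 3963 genes comprise 3874 protein-coding genes, 71 tRNA genes and 18 rRNA genes, and the rRNA genes hold 0 reads in both libraries. The median protein-coding gene had 208 reads and an RPKM of 32.1 in the wild type library. The 10 genes with the most reads took 20.1% of the wild type reads, so a total without them raises every other level. The RPKM recomputed from the deposited counts, the gene lengths and the total over all genes matched the deposited RPKM. The level of an operon was the sum of its reads over the sum of its gene lengths, in RPKM, with the 95% Wilson interval of its share of the reads. There were no replicates, and the intervals cover counting error only. A gene without reads in the wild type library had a share below 3 reads, or 4.0e-05% of the reads.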

### Construction of the *ahpC* complementation plasmid

The *ahpC* gene was amplified by PCR from genomic DNA and cloned into the pRK415 plasmid. The amplified fragment was digested by *Bam*HI and *Kpn*I, and then ligated into the *BamHI*/*KpnI* sites of pRK415, generating the pPK415-*ahpC* complementation plasmid. The sequence of the inserted fragment was confirmed using the M13_FP and *ahpC*_comple_F primers and the construct was inserted in *ahpC* mutant

### Two-dimensional gel electrophoresis (2-DE) proteomic analysis

Biofilms were collected for protein profiling, and each sample was analyzed in duplicate by 2-DE as previously described^46^. Cell pellets were sonicated for 10 s in lysis buffer (7 M urea, 2 M thiourea, 4% (w/v) 3-[(3-cholamidopropyl) dimethylammonio]-1-propanesulfonate (CHAPS), 1% (w/v) dithiothreitol (DTT), 2% (v/v) pharmalyte, and 1 mM benzamidine), using a Sonopuls sonicator (Bandelin). Proteins were extracted for 1 h at room temperature with vortexing. After centrifugation at 15,000 × *g* for 1 h at 15 °C, the insoluble material was discarded, and the soluble fraction was used for the 2-DE analysis. Protein loading was normalized by measuring protein concentrations by the Bradford assay. Immobilized pH gradient dry strips were equilibrated for 12–16 h with buffer containing 7 M urea, 2 M thiourea, 2% CHAPS, 1% DTT, and 1% pharmalyte, after which 800 μg of each sample was loaded. Isoelectric focusing (IEF) was performed at 20 °C using a Multiphor II electrophoresis unit and an EPS 3500 XL power supply (Amersham Biosciences), according to the manufacturer’s instructions. For IEF, the voltage was linearly increased from 150–3,500 V over 3 h for sample entry, followed by maintenance at 3,500 V, and focusing was complete after 96 kV•h. Prior to the second-dimension separation, the strips were incubated for 10 min in equilibration buffer (50 mM Tris-Cl, pH 6.8, containing 6 M urea, 2% SDS, and 30% glycerol), first with 1% DTT, then a second time with 2.5% iodoacetamide. The equilibrated strips were placed onto SDS-polyacrylamide gels (20 × 24 cm, 10%–16%), and electrophoresis was performed using a Hoefer DALT 2D system (Amersham Biosciences), according to the manufacturer’s instructions. The 2-DE gels were run at 20 °C for 1,700 Vh and then stained with Coomassie G250 and SYPRO^®^ Ruby gel stain. After electrophoresis, the gel was placed into a clean container and agitated on an orbital shaker with 400 ml of fixative solution (40% ethanol and 10% acetic acid) for 600 min. After fixing, the gel was hydrated with 400 ml of rehydration solution (5% ethanol and 5% acetic acid) for 30 min. Rehydration was performed 3 times with fresh rehydration solution. SYPRO^®^ Ruby gel stain (400 ml) was added, and the gel was agitated on an orbital shaker for 2 h. The gel was then transferred to a clean container and washed with 400 ml of wash solution for 30 min. Fluorescence images were acquired with a DIVERSITY CCD camera (Syngene) using a Cy3 emission filter for a 20-s exposure. Quantitative analysis of digitized images was performed using PDQuest software, version 7.0 (Bio-Rad), according to the manufacturer’s protocol. The quantity of each spot was normalized against the total valid spot intensity. Protein spots were selected when the variation in intensity deviated more 1.5-fold from that of the control or normal sample.

### Protein identification by matrix-assisted laser desorption time-of-flight mass spectrometry (MALDI-TOF/MS)

To identify proteins by peptide mass fingerprinting, spots were excised, digested with trypsin (Promega), mixed with α-cyano-4-hydroxycinnamic acid in 50% acetonitrile/0.1% TFA, and subjected to MALDI-TOF MS analysis (Microflex LRF 20; Bruker Daltonics). Spectra were collected from 300 shots per spectrum over an m/z range of 600–3,000 and were calibrated by 2-point internal calibration using trypsin auto-digestion peaks (m/z 842.5099, 2211.1046). The peak list was generated using Flex Analysis software, version 3.0. The thresholds used for peak picking were as follows: 500 for the minimum resolution of monoisotopic mass and 5 for the signal to noise ratio. The search program MASCOT, developed by Matrix Science, Inc. (http://www.matrixscience.com), was used for protein identification by peptide mass fingerprinting. The following parameters were used for the database search: trypsin as the cleaving enzyme, a maximum of 1 missed cleavage, iodoacetamide (Cys) as a complete modification, oxidation (Met) as a partial modification, monoisotopic masses, and a mass tolerance of ±0.1 Da. The PMF acceptance criteria were based on probability scoring.

### Biofilm assay

Overnight cultures of *A. oleivorans* DR1 were washed twice with PBS and inoculated at 10^6^ CFU/ml into fresh LB or MSBS medium in PVC 48-well microtiter plates (BD Biosciences). The plates were incubated at 30 °C without agitation for either 24 or 48 h. After incubation, the microtiter plates were rinsed with sterile water, and then 0.1% (w/v) crystal violet (CV) solution was added to stain the attached cells. After staining, the CV was removed, and the wells were rinsed with sterile water. The dye was dissolved in 95% ethanol, and the absorbance of the solubilized dye at 595 nm was then determined.

### CLSM experiments

Biofilm cells were stained with RedoxSensor Green (Invitrogen) for 15 min at room temperature and observed by CLSM (LSM700; Carl Zeiss, Jena, Germany). Confocal images of RedoxSensor Green-stained biofilm cells were observed under green fluorescent light (excitation wavelength: 490 nm, emission wavelength: 520 nm) to evaluate the height and density of the biofilms (C-Apochromat 403/1.20 W Korr M27; Carl Zeiss).

### EPS assay

EPS was isolated as described previously^46^. *A. oleivorans* DR1 wild type, *oxyR* mutant, and *ahpC* mutant strains grown under different conditions were centrifuged for 30 min at 12,000 × *g* and 4 °C. The supernatants were mixed with 3 volumes of cold ethanol and incubated overnight at 4 °C. After centrifugation (5,000 × *g*, 15 min, 4 °C), the pellets were suspended in 80% ethanol and centrifuged, and then washed 3 times. Then, the extracted EPS was freeze-dried and weighed.

EPS production was quantitatively measured based on CR binding, as described previously^49^. One milliliter of an overnight culture was washed with 1 ml of T-broth, and the cell density was determined by measuring the OD_600_. Bacterial suspensions in T-broth were resuspended in 1 ml of 0.004% (w/v) CR and incubated for 2 mg/ml at 30 °C with vigorous shaking. After 2 h, the cells were removed by centrifugation. The amount of CR remaining in the supernatant was determined by measuring the OD_490_ of the solution.

### Analysis of PNAG expression by qRT-PCR

For qRT-PCR, total RNA was isolated from 5 ml of exponentially growing cells (OD_600_ ~0.9) using the RNeasy Mini Kit (Qiagen), according to the manufacturer’s instructions. Total RNA (10 μg) was treated with DNase I at 37 °C for 1 h. Then, cDNA was synthesized from the DNase-treated total RNA to obtain first-strand cDNA suitable for PCR amplification using the RevertAid H Minus First Strand cDNA Synthesis Kit (Fermentas) and the primer pair AOLE_14655 F/R. qRT-PCR was performed using the iCycler iQ Real-Time PCR Detection System (Bio-Rad). cDNA was produced from the same RNA used for RT-PCR. For real-time RT-PCR, we used 1 μl of template cDNA, 5 pmol of primers, 0.5 × SYBR Green, and 1 U of Taq polymerase (Fermentas). Fluorescence was measured at the end of each 72 °C extension step and analyzed with iCycler iQ software (version 3.0). Melting curve analysis (60–95 °C in 0.5 °C increments) was performed to ensure PCR specificity. For quantification, the 16S rRNA gene was used as shown in Supplementary Table S4.

### H_2_O_2_ measurement

A horseradish peroxidase (HRP)-based assay using Amplex Red (AR) was employed to measure H_2_O_2_, as described previously^34^. Fluorescence was then measured using a fluorometer and converted to the H_2_O_2_ concentration using a standard curve. Note that a small amount of H_2_O_2_ was generated by the AR/HRP detection system itself; this amount was accounted for by the standard curve.

### Scanning electron microscopy of biofilms

Biofilm samples were grown on glass slides for 24 h. Then, the glass slides were rinsed once with PBS, immersed in half-strength Karnovsky’s solution (10% paraformaldehyde, 50% glutaraldehyde, 0.1 M sodium cacodylate buffer, and 200 mg/ml calcium chloride, pH 7.4), and incubated overnight. The glass slides were post-fixed with a 2% osmium tetroxide solution for 2 h. The fixed specimens were dehydrated in a graded series of ethanol (30%, 50%, 70%, 80%, 90%, and 100% [v/v]). The samples were then dried and sputter-coated with platinum using a plasma multicoater. All samples were examined with a scanning electron microscope (Quanta 240 FEG; FEI, Germany).

## Additional Information

**How to cite this article**: Jang, I.-A. *et al*. Endogenous hydrogen peroxide increases biofilm formation by inducing exopolysaccharide production in *Acinetobacter oleivorans* DR1. *Sci. Rep.* **6**, 21121; doi: 10.1038/srep21121 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
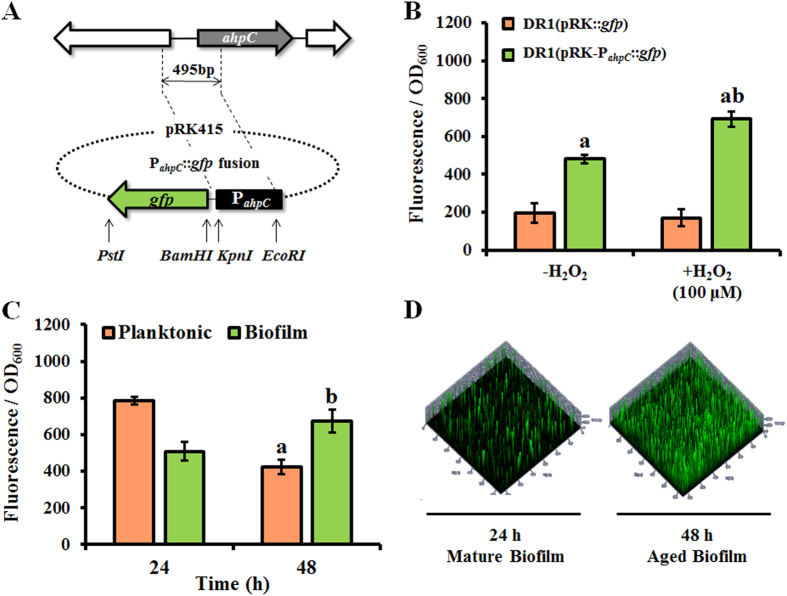
Analysis of *ahpC* gene expression. (**A**) Construction of the *ahpC* promoter *gfp* bioreporter. (**B**) Expression from the *ahpC* promoter by cells grown in LB medium with and without H_2_O_2_ (100 μM). (**C**) GFP fluorescence intensity of planktonic cells and biofilms grown in LB medium at 24 and 48 h. (**D**) CLSM images of the *ahpC::gfp* reporter strain in biofilms at 24 and 48 h. All samples were analyzed in triplicate. Statistical analyses were conducted using Student’s *t*-test. A letter on the bar graph indicates the level of significance.

**Figure 2:**
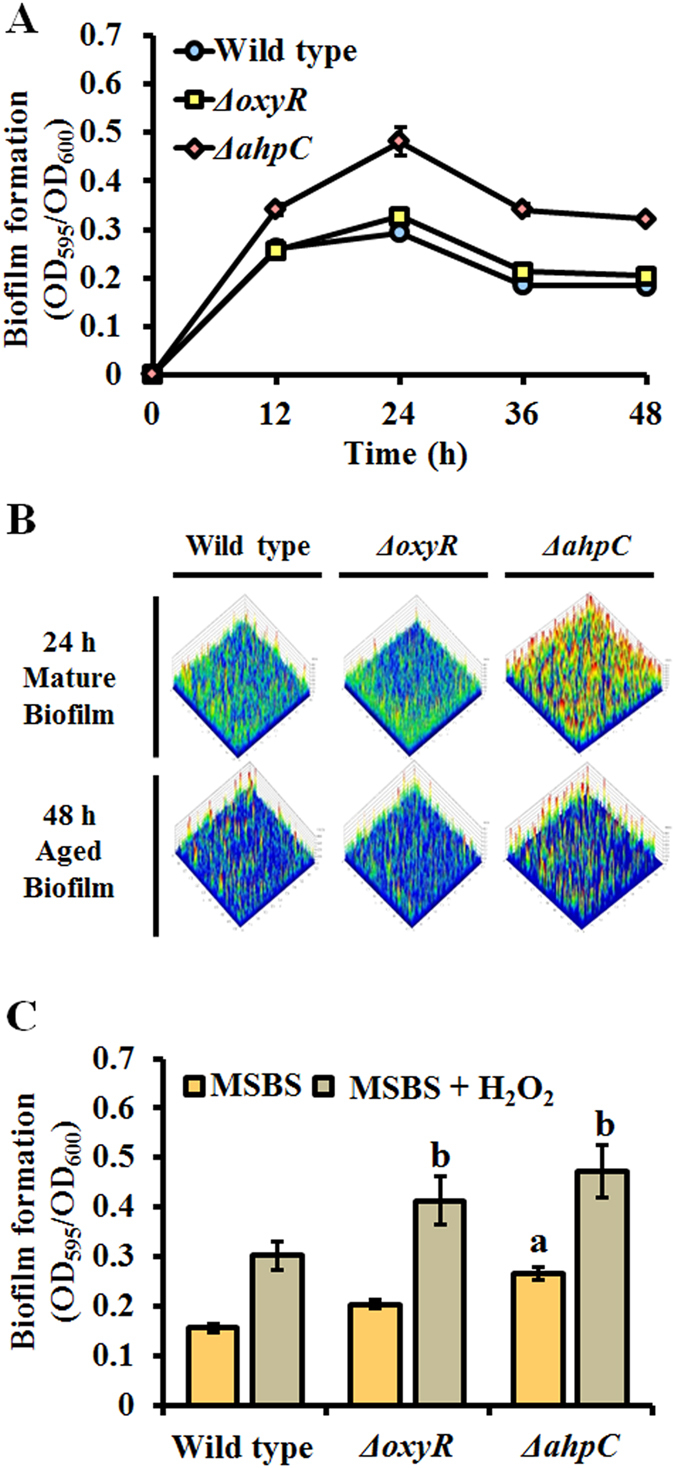
Quantification of biofilm formation under different conditions. (**A**) Biofilm formation was measured in 48-well microtiter plates containing LB medium at 30 °C. The OD_600_ was used to normalize the data. (**B**) Three-dimensional images of biofilm structures at 24 and 48 h, obtained using CLSM. The images were obtained after using the live/dead cell staining dyes SYTO9 and PI, respectively. (**C**) Biofilm formation was measured in MSBS medium containing 100 μM H_2_O_2_ in 48-well microtiter plates at 30 °C. The OD_600_ was used to normalize the data. All samples were analyzed in triplicate. Statistical analyses were conducted using Student’s *t*-test. A letter on the bar graph indicates the level of significance.

**Figure 3:**
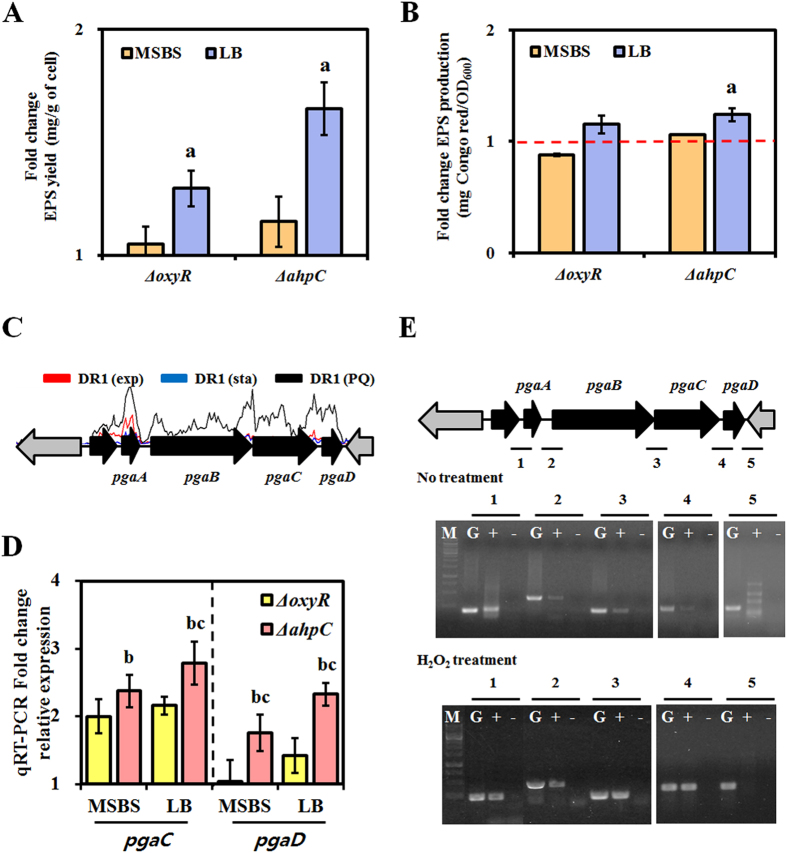
Measurement of EPS production. (**A**) Total EPS produced by cells grown in MSBS and LB media was divided by the weight of cells (in g) to normalize the data. Fold-changes in EPS production by the mutant strains compared to that produced by wild type strains were determined. (**B**) Quantification of EPS production by cells grown in MSBS and LB media using Congo red staining. (**C**) Analysis of PNAG operon expression, based on RNA-sequencing data. Strains were grown to exponential and stationary phase in NB medium. RNA-sequencing data from *A. oleivorans* DR1 grown in NB medium treated with 1 mM Paraquat. (**D**) Quantitative real-time PCR to determine the relative expression of PNAG. Relative expression of *pgaC* and *pgaD* (PNAG operon) in the *ahpC* and *oxyR* mutant strains was determined after growth in MSBS and LB media and compared to their expression levels observed in the wild type strain. (**E**) Semiquantitative real-time PCR to assess the expression level of genes in the PNAG operon in *A. oleivorans* DR1, with and without H_2_O_2_. Lines under the arrows indicate the PCR-amplified intergenic regions (**G**), cDNA (+), and the negative control (–[no reverse transcriptase added]). M, 1-kb DNA ladder. All samples were analyzed in triplicate. Statistical analyses were conducted using Student’s *t*-test. A letter on the bar graph indicates the level of significance.

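In the wild type library from stationary phase in NB medium, the median protein-coding gene had 32.1 RPKM. The first PNAG operon, AOLE_14655 to AOLE_14675, lies at 3132165 to 3137139 on the DR1 chromosome and had 1057 reads. Its pooled level was 31.0 RPKM (95% Wilson interval 29.2 to 32.9), above 49.1% of the protein-coding genes. Within it, *pgaA* (AOLE_14670) had the highest level, 72.3 RPKM (62.6 to 83.5). The levels of *pgaD* (AOLE_14655), *pgaC* (AOLE_14660) and *pgaB* (AOLE_14665) were 30.4, 34.0 and 28.2 RPKM. The intervals of *pgaD* (24.9 to 37.2) and *pgaC* (30.5 to 37.9) overlap, as do those of *pgaD* and *pgaB* (25.6 to 31.0), so the counts do not separate *pgaD* from either gene. The YaeQ family gene (AOLE_14675) had the lowest level, 8.53 RPKM from 34 reads (6.10 to 11.9).
The second PNAG operon, AOLE_06340 to AOLE_06360, lies at 1382343 to 1389531 and had 1858 reads. Its pooled level was 36.3 RPKM (34.7 to 38.0), above 53.2% of the protein-coding genes, and AOLE_06340 alone held 1132 of its reads. AOLE_06340 stood at 180 RPKM (169.9 to 190.9), whereas *pgaA* (AOLE_06345), *pgaB* (AOLE_06350), *pgaC* (AOLE_06355) and *pgaD* (AOLE_06360) stood at 18.7, 13.0, 17.3 and 12.8 RPKM. The choice of genes moved the second operon most: over the 4 *pga* genes of Supplementary Fig. S3 its level was 16.2 RPKM (15.0 to 17.4), above 29.7% of the protein-coding genes. The first operon moved most with a total that leaves out the 10 genes with the most reads, to 38.8 RPKM. None of the genes of either operon held reads that match several places in this library. From the PQ library, which was not analysed here, the paper states that only the first PNAG operon was highly induced, and proposes that this operon is controlled by oxidative stress (Fig. 3C).

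**Figure D1:**
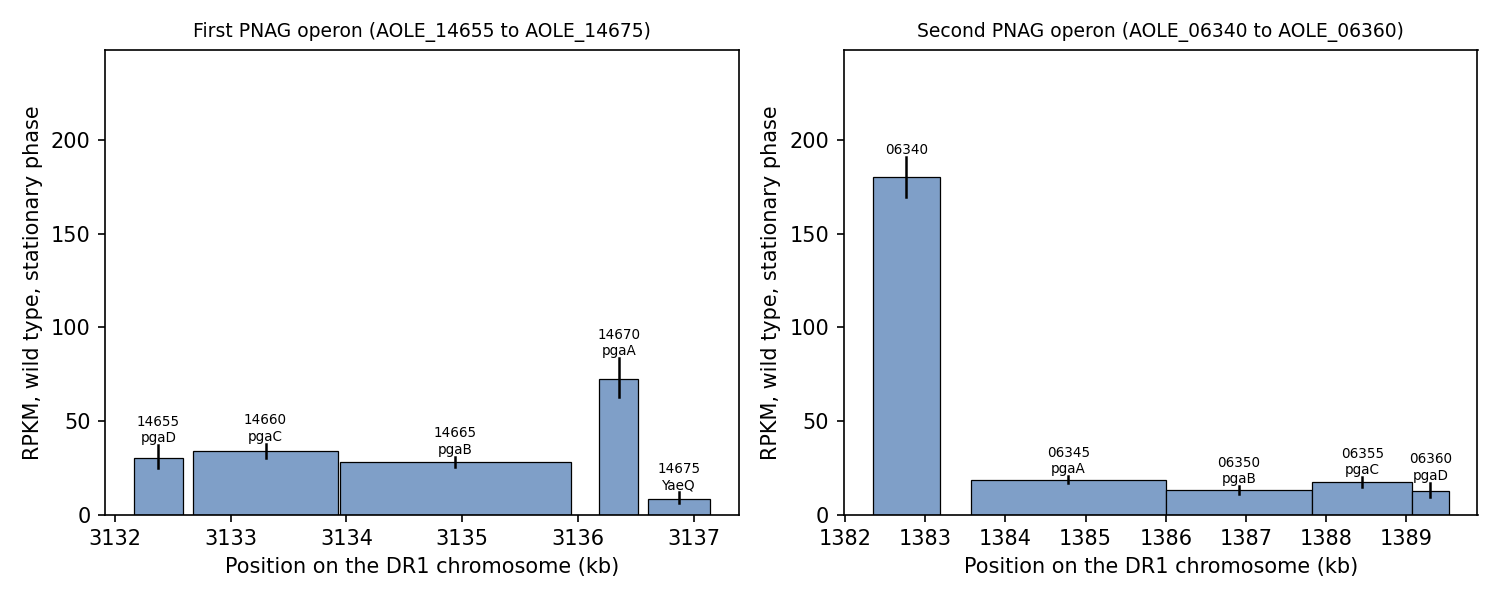
RPKM in the wild type stationary phase library against the position on the chromosome in kb, for the first PNAG operon (left) and the second (right). Each bar spans a gene, vertical lines are 95% Wilson intervals, and AOLE_06340 at 180 RPKM stands above the *pga* genes of both operons.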

**Figure 4:**
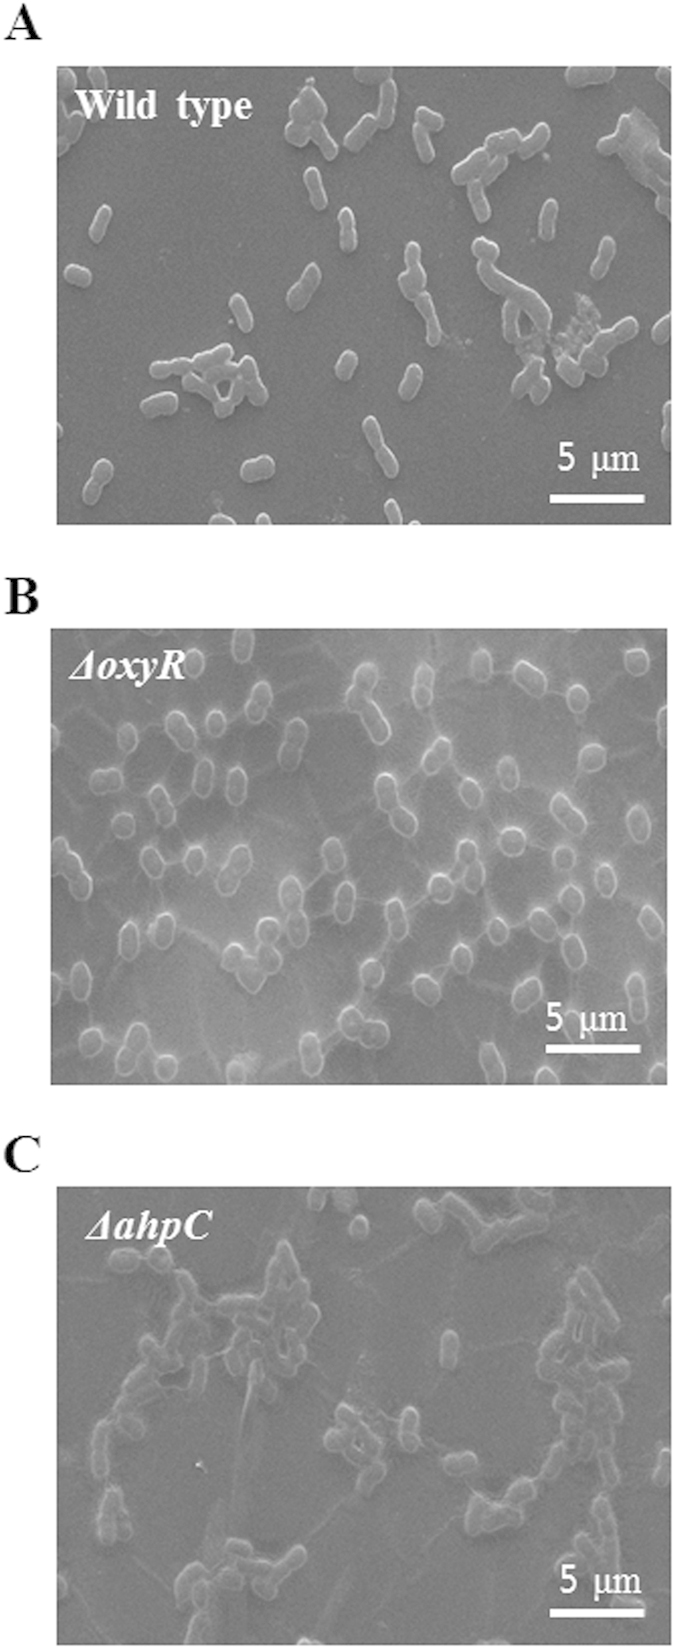
SEM analysis of EPS production in the *ahpC* mutant. SEM images of (**A**) wild type, (**B**) *oxyR* mutant, and (**C**) *ahpC* mutant biofilms incubated for 24 h were obtained at 3,000 × magnification. Partial extracellular matrix-like structures were observed. All biofilm samples were fixed, dried, and coated with platinum (Pt) before imaging. Scale bars = 5 μM and 1 μM in the 3,000 × magnification images, respectively.

**Figure 5:**
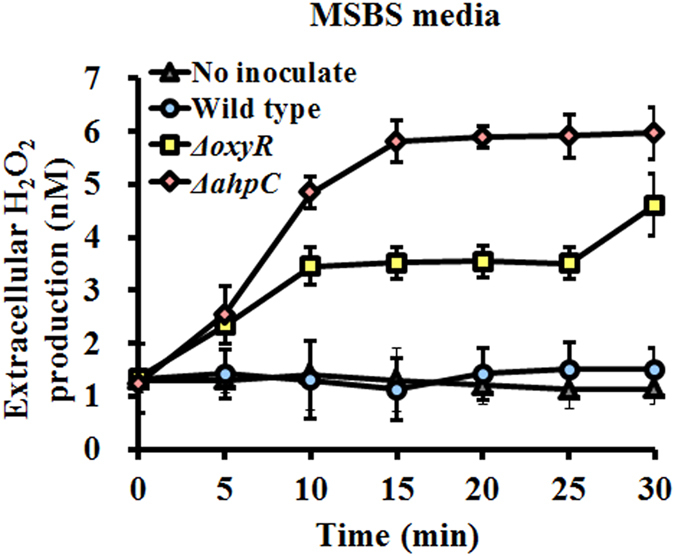
Detection of H_2_O_2_ generation. H_2_O_2_ generation during cell growth in early exponential phase of WT and Δ*oxyR* and Δ*ahpC* mutants for 30 min in minimal media.

**Figure 6:**
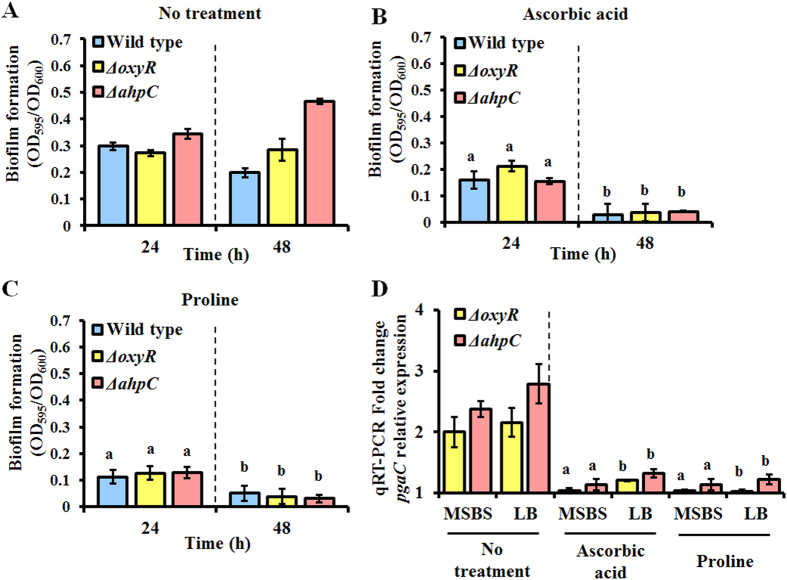
Biofilm formation under antioxidants-amended conditions. (**A**) Biofilm formation without antioxidants. (**B**) Biofilm formation in cultures treated with 1/2× the MIC of ascorbic acid. The MIC of ascorbic acid was determined to be 256 μg/ml. (**C**) Biofilm formation in cultures treated with 1/2× the MIC of proline. The MIC of proline was determined to be 128 μg/ml. (**D**) Relative expression of *pgaC* in the *ahpC* and *oxyR* mutants was determined in MSBS or LB medium, with either ascorbic acid or proline production being compared to the corresponding expression level in the wild type strain. All samples were analyzed in triplicate. Statistical analyses were conducted using Student’s *t*-test. A letter on the bar graph indicates the level of significance.

**Table 1:** Proteins indicating different expression levels in 24-h mature biofilms and planktonic cells.

Spot no.	MW	pI	gene	Protein	Locus tag	Fold-^change^
7707	65.3	6.2		hypothetical protein	AOLE_07010	H^a^
7409	51.8	5.9	*hutI*	imidazolonepropionase	AOLE_00370	21.0
7806	94.1	6.0	*oprC*	outer membrane receptor protein, mostly Fe transport	AOLE_18500	10.6
8212	35.5	6.9	*dusA*	tRNA-dihydrouridine synthase A	AOLE_16645	10.1
7603	59.6	5.8	*fumC*	fumarate hydratase	AOLE_07235	7.7
9302	41.9	7.7	*ubiE*	S-adenosylmethionine: 2-DMK methyltransferase and 2-octaprenyl-6-methoxy-1,4-benzoquinone methylase	AOLE_17670	4.1
7510	52.3	6.0	*adh*	putative alcohol dehydrogenase	AOLE_06670	3.7
9601	62.8	7.5	*guaB*	inosine 5′-monophosphate dehydrogenase	AOLE_00780	3.6
7802	106.3	5.6	*fepA*	outer membrane receptor FepA	AOLE_14435	3.3
5403	48.2	5.1	*acoB*	acetoin:2,6-dichlorophenolindophenol oxidoreductase subunit beta	AOLE_10255	2.7
3806	101.1	4.8	*cirA*	TonB dependent receptor family protein	AOLE_02770	2.3
2309	40.8	4.6		hypothetical protein	AOLE_17675	1.8

^a^‘H’ indicates a protein that was exclusively detected in biofilm cells.

**Table 2:** Proteins indicating different expression levels in 48-h aged biofilms and planktonic cells.

Spot no.	MW	pI	gene	Protein	Locus tag	Fold-change
102	27.8	4.4	*ahpC*	peroxiredoxin	AOLE_13380	H^a^
8202	34.7	6.8	*dho*	dehydrogenase	AOLE_09905	H
204	37.9	4.3	*etfA*	electron transfer flavoprotein subunit alpha	AOLE_04180	H
5605	62.2	5.5	*gabD*	NADP-dependent aldehyde dehydrogenase	AOLE_06655	16.2
1804	92.2	4.7	*fepA*	TonB-dependent receptor	AOLE_09880	9.4
1904	104	4.7	*cirA*	TonB dependent receptor family protein	AOLE_02770	8.7
3304	42.9	5.1	*mdh*	malate dehydrogenase	AOLE_02365	2.7
4008	22.9	5.2	*nudF*	ADP-ribose pyrophosphatase	AOLE_04965	2.5
5709	74.5	5.4	*hutU*	urocanate hydratase	AOLE_00355	2.3
2005	16	4.9	*pilH*	protein pilH	AOLE_03150	2.1
2606	60.8	4.9	*atpD*	F0F1 ATP synthase subunit beta	AOLE_18565	1.9
6410	51.6	5.9	*adh*	putative alcohol dehydrogenase	AOLE_06670	1.9
1101	28.9	4.6	*gpx*	glutathione peroxidase	AOLE_18550	1.8
205	38.3	4.5	*etfA*	electron transfer flavoprotein subunit alpha	AOLE_04180	1.7
1006	16.2	4.7		hypothetical protein	AOLE_15935	1.6
6504	59.3	5.7	*fumC*	fumarate hydratase	AOLE_07235	1.5

^a^‘H’ indicates proteins that were exclusively detected in biofilm cells.

# Supplementary material for: Endogenous hydrogen peroxide increases biofilm formation by inducing exopolysaccharide production in Acinetobacter oleivorans DR1
**Source:** Sci Rep. 2016 Feb 17;6:21121. doi: 10.1038/srep21121
**Supplement:** Supplementary Information

**Supplementary Materials**

**Scientific Reports**

**Endogenous hydrogen peroxide increases biofilm formation by inducing  
exopolysaccharide production in *Acinetobacter oleivorans* DR1**

**In-Ae Jang, Jisun Kim and Woojun Park\***

Laboratory of Molecular Environmental Microbiology, Department of Environmental  
Science and Ecological Engineering, Korea University, Seoul 02841, Republic of Korea

**Running title:** H<sub>2</sub>O<sub>2</sub>-induced biofilm formation

Ecological Engineering, Korea University, Seoul 02841, Republic of Korea

19 **Supplementary Table S1.** Detailed information of differentially expressed proteins identified by the MALDI-TOF mass spectrometry in the *A. oleivorans*  
20 DR1 in the 24h matured biofilms.  
21

- 22 <sup>a</sup>Start positions of peptides in matched proteins
- 23 <sup>b</sup>End positions of peptides in matched proteins
- 24 <sup>c</sup>The percentage of protein sequence coverage (%)

25 <sup>a</sup>Mascot score from the NCBI database

26 <sup>a</sup>Average fold change is the ratio of protein abundance between planktonic cells and biofilms. 'H' indicates proteins exclusively detected in biofilm cells

27

28

29

30 **Supplementary Table S2.** Detailed information of differentially expressed proteins identified by the MALDI-TOF mass spectrometry in the *A. oleivorans*  
 31 DR1 in the 24h matured biofilms.

32

---

  

<sup>a</sup>Start positions of peptides in matched proteins

<sup>b</sup>End positions of peptides in matched proteins

<sup>c</sup>The percentage of protein sequence coverage (%)

<sup>d</sup>Mascot score from the NCBI nr database

<sup>e</sup>Average fold change is the ratio of protein abundance between planktonic cells and biofilms. 'H' indicates proteins exclusively detected in biofilm cells

40 **Supplementary Table S3.** Bacterial strains, plasmids, and primers used in this study.  
 41

---

42

43 <sup>a</sup> Underlined bases indicate restriction sites used for cloning

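The intergenic primers span the gaps between neighbouring genes of the first PNAG operon, so that a product from cDNA comes from a transcript that runs across both genes. In the deposited annotation the gap is 89 nt between AOLE_14655 and AOLE_14660, 13 nt between AOLE_14660 and AOLE_14665, 244 nt between AOLE_14665 and AOLE_14670, and 87 nt between AOLE_14670 and AOLE_14675. Outside the operon, AOLE_14650 ends 45 nt before AOLE_14655, and AOLE_14680 starts 188 nt after AOLE_14675. In the wild type stationary phase library, these flanking genes had 30.9 RPKM (AOLE_14650, 95% Wilson interval 26.0 to 36.6) and 8.01 RPKM (AOLE_14680, 6.40 to 10.0).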

44 **Supplementary Table S4.** Primers used to quantify the expression of PNAG genes and amplify the intergenic regions between the PNAG genes  
 45 and primers used to quantify the expression of *E.coli* EPS.  
 46

---

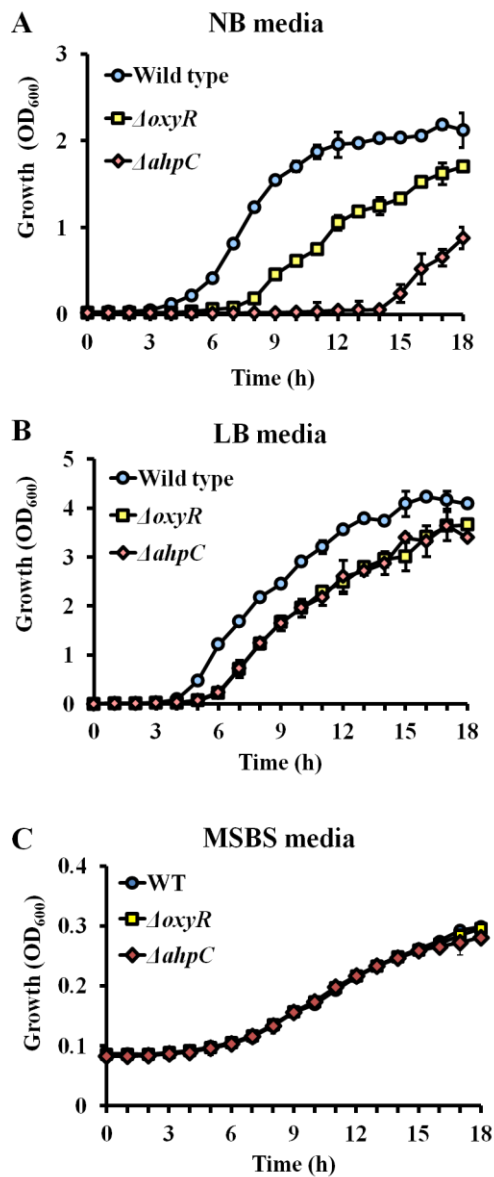

**Supplementary Fig. S1.** Growth measurements in different culture media.  
 (A) Growth was monitored in LB medium at 30 °C. (B) Growth was monitored in NB medium at 30 °C. (C) Growth was monitored in MSBS medium at 30 °C.

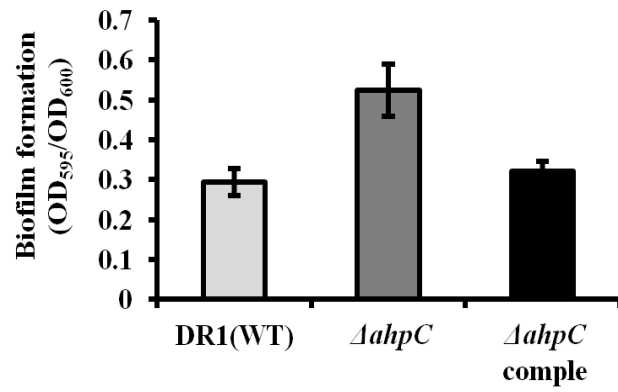

**Supplementary Fig. S2.** Recovery of biofilm formation in the *ahpC* complementation strain. Comparison of biofilm formation in DR1 (WT), the *ahpC* mutant and the *ahpC* complementation strain (comple).

***Escherichia coli* O157:H7 EC4115**

***Acinetobacter baumannii* ATCC 17978**

**PNAG 1**

Locus tag

A1S\_0937 A1S\_0938 A1S\_0939

113aa 641aa 363aa

% aa identity with *E. coli*

39% 54%

**PNAG 2**

Locus tag

A1S\_2162 A1S\_2161 A1S\_2160 A1S\_3792

812aa 510aa 392aa 150aa

% aa identity with *E. coli*

26% 33% 55% 32%

***Acinetobacter oleivorans* DR1**

**PNAG 1**

Locus tag

AOLE\_14670 AOLE\_14665 AOLE\_14660 AOLE\_14655

112aa 664aa 418aa 139aa

% aa identity with *E. coli*

38% 52%

% aa identity with *A. baumannii*  
(A1S\_2162-A1S\_2160)

32% 52%

% aa identity with *A. baumannii*  
(A1S\_0937-A1S\_0940)

96% 92% 98% 87%

% aa identity with *A. oleivorans* DR1  
(AOLE\_06345-AOLE\_06360)

32% 51%

**PNAG 2**

Locus tag

AOLE\_06345 AOLE\_06350 AOLE\_06455 AOLE\_06460

812aa 608aa 415aa 150aa

% aa identity with *E. coli*

25% 30% 52% 29%

% aa identity with *A. baumannii*  
(A1S\_2162-A1S\_2160)

83% 83% 93% 83%

% aa identity with *A. baumannii*  
(A1S\_0937-A1S\_0940)

32% 52%

**Supplementary Fig. S3.** PNAG homologs in *A. oleivorans* DR1, *E. coli*, and *A. baumannii*. *A. oleivorans* DR1 has two PNAG operons. One is located from nucleotides 3,132,165 to 3,137,139 and the other one is located from nucleotides 1,382,343 to 1,389,531. The percent identity is shown below each operon.

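The deposited gene tables give the positions of these genes on the DR1 chromosome in the NCBI annotation. In the first operon, *pgaD* (AOLE_14655) lies at 3132165 to 3132584, *pgaC* (AOLE_14660) at 3132674 to 3133930, *pgaB* (AOLE_14665) at 3133944 to 3135938 and *pgaA* (AOLE_14670) at 3136183 to 3136521. The YaeQ family gene (AOLE_14675) follows at 3136609 to 3137139. With the stop codon left out, the gene lengths encode 139, 418, 664, 112 and 176 aa. The 5 genes span 4.98 kb. In the range that the paper gives, the second operon spans 7.19 kb and opens with AOLE_06340 at 1382343 to 1383179, which encodes 278 aa. It goes on with *pgaA* (AOLE_06345) at 1383565 to 1386003 and *pgaB* (AOLE_06350) at 1386003 to 1387829, which encode 812 and 608 aa. AOLE_06355 at 1387829 to 1389076 encodes 415 aa and AOLE_06360 at 1389073 to 1389531 encodes 152 aa. The *pga* genes of the second operon thus share end bases, whereas those of the first are separated by 13 to 244 nt. AOLE_06340 is separated from *pgaA* by 385 nt, and whether they share a transcript was not tested.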

*A. baumannii*

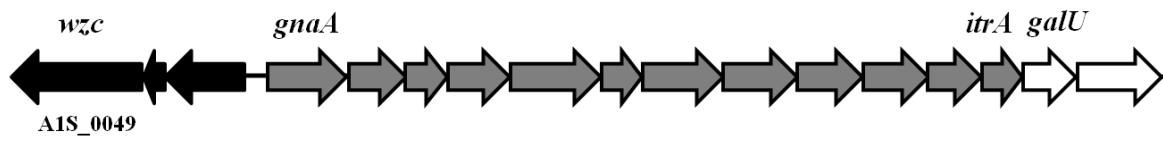

*A. oleivorans* DR1

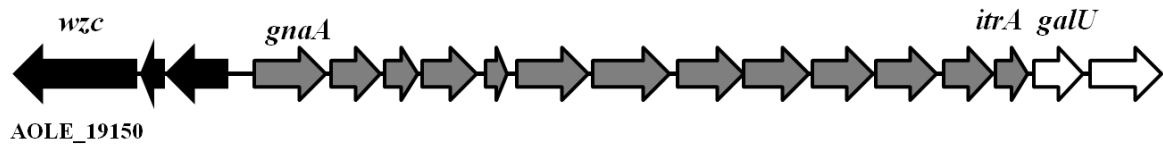

*Acinetobacter oleivorans* DR1

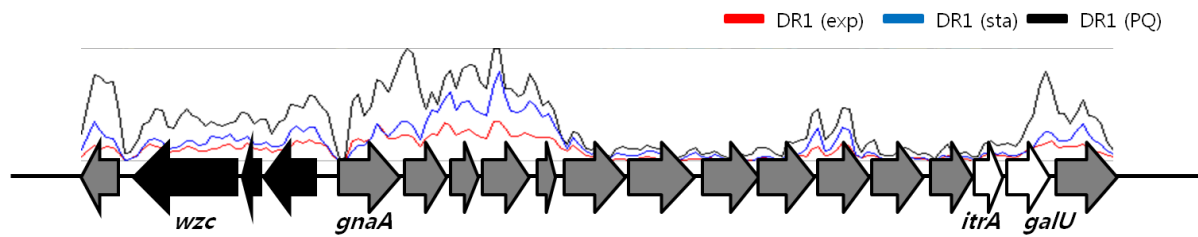

**Supplementary Fig. S4.** K locus homologs in *A. oleivorans* DR1 and *A. baumannii*. The K locus, which encodes proteins involved in the production of complex polysaccharides, in *A. oleivorans* DR1 includes 19 genes. The K locus operon induced under oxidative stress.

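The K locus was taken as the 19 consecutive annotated genes from *wzc* (AOLE_19150) to *pgi*, counted along the arrows of Supplementary Fig. S4. They lie at 4062367 to 4083681 on the DR1 chromosome, a span of 21.3 kb. In the wild type stationary phase library 44448 reads were counted on them, a pooled level of 289 RPKM (95% Wilson interval 286.6 to 292.0), above 85.4% of the protein-coding genes. The level varied along the locus by more than the counting error. AOLE_19125 had the highest level, 945 RPKM (916 to 974), beside AOLE_19130 at 836 RPKM (815 to 857) and AOLE_19120 at 733 RPKM (715 to 752). The lowest was AOLE_19085 at 60.5 RPKM (55.4 to 66.0). Of the genes named in the figure, *wzc* had 293 RPKM, *gnaA* (AOLE_19135) 442, *itrA* (AOLE_19075) 330.5 and *galU* (AOLE_19070) 371. With a total that leaves out the 10 genes with the most reads, the pooled level was 362 RPKM, the largest move among the alternatives.

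**Figure D2:**
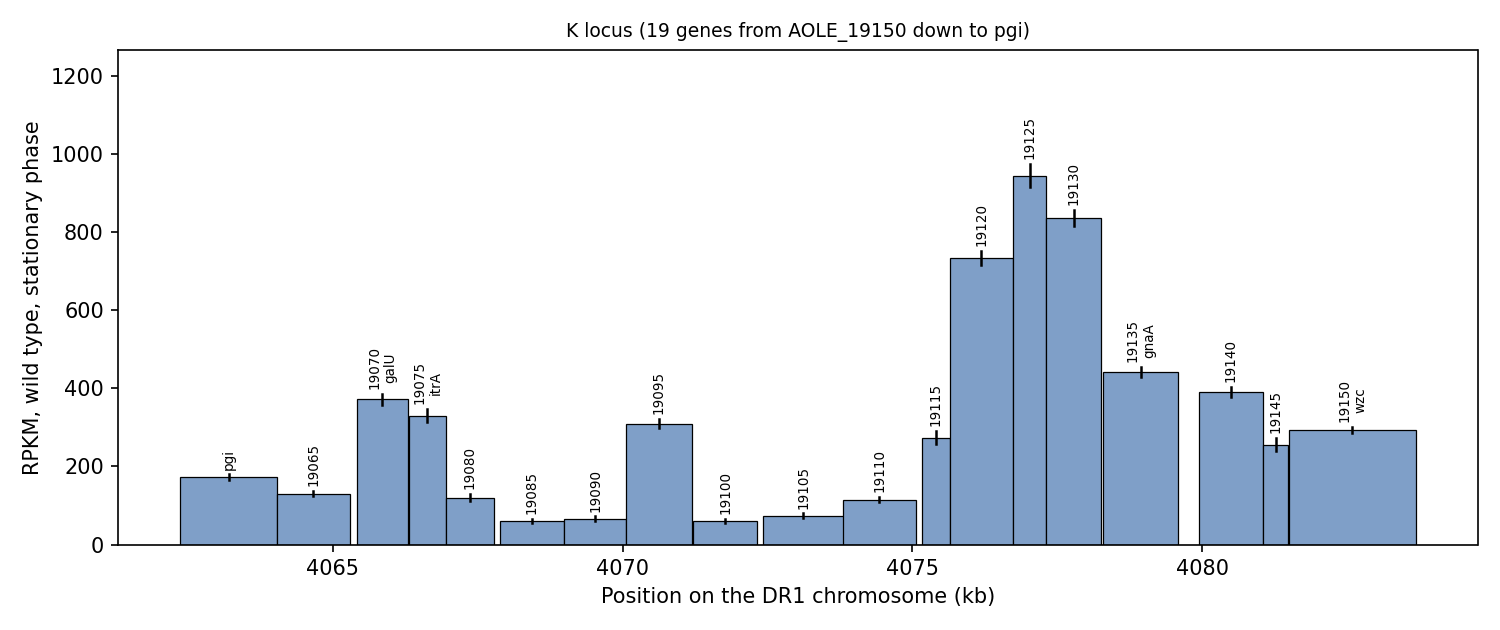
RPKM in the wild type stationary phase library against the position on the chromosome in kb, for the 19 genes of the K locus. Each bar spans a gene, vertical lines are 95% Wilson intervals, and the levels run from 60.5 RPKM at AOLE_19085 to 945 RPKM at AOLE_19125.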

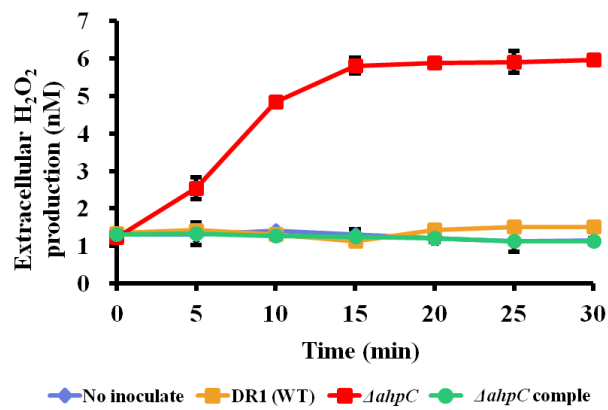

**Supplementary Fig. S5.** Recovery of H<sub>2</sub>O<sub>2</sub> removal in the *ahpC* complementation strain. H<sub>2</sub>O<sub>2</sub> production in DR1 (WT), the *ahpC* mutant and the *ahpC* complementation strain (comple).

**Supplementary Fig. S6.** Partial alignment of *A. oleivorans* DR1 *pgaC* with other glycosyltransferases. The predicted PgaC protein sequence (418 aa) was compared with PgaC sequences from *E. coli* and *A. baumannii*. Alignment of conserved amino acids was generated by CLUSTAL W in the Lasergene MegAlign program. ECH74115\_1264 (412 aa) and *A. baumannii* ATCC 17978 A1S\_0939 are shown as PgaC1, and A1S\_2160 is shown as PgaC2. The regions containing the five amino acids that are predicted to function as catalytic residues are shown. The conserved amino acids (shown in red) are Asp<sup>141</sup>, Asp<sup>234</sup>, Gln<sup>270</sup>, Arg<sup>273</sup>, and Trp<sup>274</sup> in *A. oleivorans* DR1 PgaC1 and Asp<sup>135</sup>, Asp<sup>228</sup>, Gln<sup>264</sup>, Arg<sup>267</sup>, and Trp<sup>268</sup> in PgaC2.

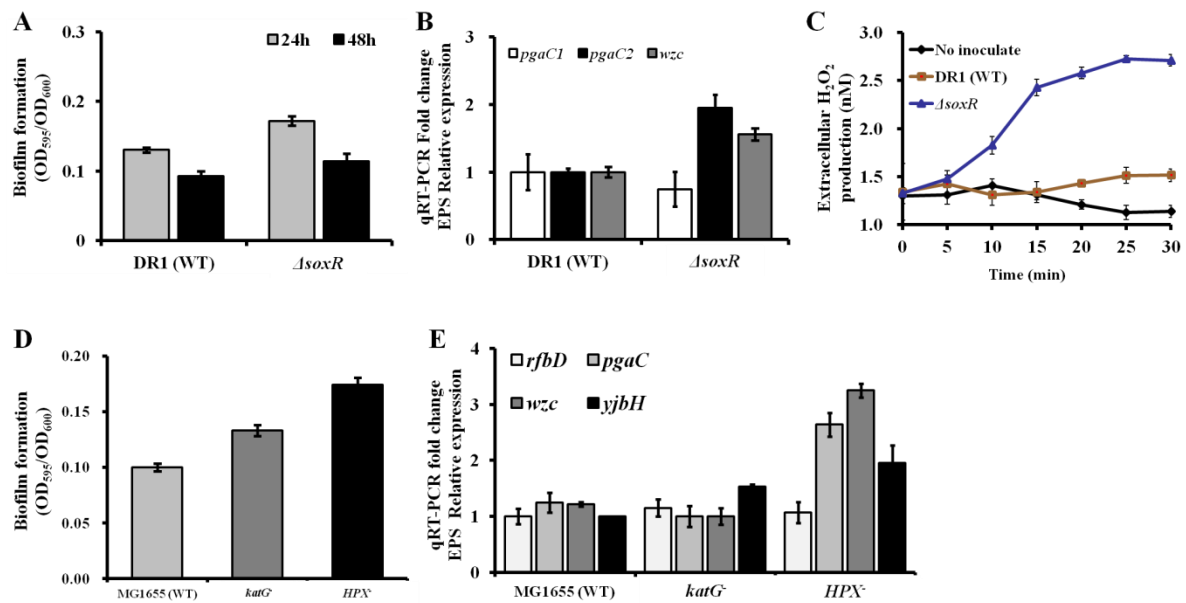

**Supplementary Fig. S7.** Endogenous oxidative stress enhanced biofilm formation by inducing different EPS operons. (A) Biofilm formation in the *A. oleivorans* DR1 *soxR* deletion mutant during 24h and 48h. (B) Expression of three different EPS biosynthesis operons in the *soxR* mutant. (C) H<sub>2</sub>O<sub>2</sub> production in the *soxR* mutant. (D) Biofilm formation in *E. coli* MG1655 (WT), the *katG*<sup>-</sup> and *Hpx*<sup>-</sup> mutants. (E) Expression of four different EPS biosynthesis operons in MG1655 (WT), the *katG*<sup>-</sup> and *Hpx*<sup>-</sup> mutants.

How the deposited data were processed for this re-analysis (not part of the article)

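RNA-seq libraries of wild type *A. oleivorans* DR1 and of an *aqsR* mutant, both in stationary phase, were analysed from gene tables. The authors mapped the reads to the DR1 genome with its NCBI annotation and deposited whole read counts per gene, as total reads and as reads that match 1 place. The authors also deposited RPKM values, which divide the total reads of a gene by its length and by the sum of total reads over all genes. The mapper and its settings are not named in the paper's text.

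The libraries held 7510225 (wild type) and 6608754 (*aqsR* mutant) reads on genes, and 3 reads, the smallest share taken as detectable, correspond to 4.0e-05% and 4.5e-05% of the reads. From the counts, pooled operon levels were computed with 95% Wilson intervals, and log2 ratios of the *aqsR* mutant to the wild type with totals as scaling and 1 read added to each count. There was 1 library per strain, so no test between strains was possible and no p-value across genes was computed. The median log2 ratio of an operon was placed among 10000 random lists of as many genes, matched on mean level in 20 bins. A list outside the central 95% was taken to stand apart. For each gene of the 3 operons, a two-sided Fisher's exact test with Benjamini-Hochberg adjustment compared the reads of these libraries, not the strains. Genes at least 2-fold apart were counted among protein-coding genes with at least 10 reads in at least 1 library.

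Some genes were named outside any rule, among them AOLE_19110, AOLE_19115, AOLE_19120, AOLE_19130, AOLE_19155 and the genes beside the run without reads. The other genes were mostly named by a rule set before the data were examined. It took the PNAG genes, the K locus genes that the paper names or that had the highest or lowest level or ratio, the genes beside the first PNAG operon, *ahpC*, *oxyR*, *soxR*, the extremes of Tables 1 and 2, and the 3 genes with the largest ratio in each direction among those with at least 50 reads in at least 1 library. The alternatives concerned the library total, the scaling by the median gene ratio, TPM, the pseudocount, the filter on low counts, the genes of each operon and random runs of neighbouring genes. Alternatives chosen after seeing the data were unique reads, a background without a run of genes that has no reads in the *aqsR* mutant, and the alternatives for single genes. The reading of the locus tags in Supplementary Fig. S3 by the operon range in the text was also chosen after seeing the values.

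Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. They were tested on simulated libraries with 200 changed genes and 50 deleted genes. Of the 199 changed genes outside the deletion, 100% were recovered in the right direction, and 0.441% of the unchanged genes passed the 2-fold limit. The simulated libraries had counting error only, without a general shift between them. The changed genes had at least 50 wild type reads and a set change beyond the 2-fold limit. These percentages therefore check the computation and do not give the error of the gene counts in the real libraries. Of 100 random lists of unchanged genes, 6 fell outside the central 95%. The exponential phase and PQ libraries, protein identities and primer positions were not analysed here, nor was the *aqsR* locus itself.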

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

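These results come from the *aqsR* mutant library, which the paper does not report on. The tests of constant background reads and of gene position were chosen before their results were seen. The random lists and the runs of neighbouring genes for the K locus were set before the data were examined, but were used as tests of an explanation only after the K locus values were seen. The other tests in this part were chosen only after the results were seen.

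A run of 148 neighbouring genes, AOLE_09475 to AOLE_10210 at 2030749 to 2204471 (174 kb), held 2 reads in the *aqsR* mutant library and 130678 in the wild type library. The genes beside it were read in both libraries: AOLE_09470 with 44 wild type and 108 mutant reads, and AOLE_10215 with 136 and 64. Sequencing depth does not account for the run, because 135 of its genes would be expected to have at least 10 reads at the mutant depth and the wild type share. Reads shared between copies do not either, because 0% of its wild type reads match several places. The 2 reads, on different genes, speak against values blanked in the table. The pooled level of the run in the mutant was 0.00197 RPKM, and the lowest protein-coding gene elsewhere had 2.15 RPKM, but the run was chosen for its lack of reads, so this cannot separate silent genes from missing DNA. A candidate explanation is that the sequenced strain lacks this region. It remains a hypothesis, because silencing below the level of every other protein-coding gene is not excluded. A strain variant or a mislabelled sample was not tested. No biological explanation through *aqsR* was tested.

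Weakly read genes were raised in the *aqsR* mutant library. Outside the run, the median RPKM of protein-coding genes was 82.0 in the mutant and 33.8 in the wild type. A change of scaling would shift all levels alike, but the median log2 ratio was 2.21 in the lowest 10% of genes by mean level and 0.19 in the highest 10%, a difference of 2.03. For constant background reads, the weakest genes would share a level. Over 205 of the genes weakest in the wild type, each at least 500 nt long, the median went from 5.42 RPKM in the wild type to 29.0 in the mutant, and 205 of 205 were higher in the mutant, although choosing genes for a low wild type level favours a rise. The 5th percentile of their mutant RPKM was 0.459 of the median, slightly under the limit of 0.5. An uneven background was not tested. Background that also covers the run without reads, such as wild type material, would have left reads there, and the run held 2. Background from DNA of the sequenced strain is left open only if that DNA lacks the run, so such background and silencing of the run with its DNA present cannot both hold. Across genes, which are not independent replicates, Spearman's rho of the log2 ratio with the distance from *dnaA* was 0.278. A difference in gene dosage could give either sign, depending on which culture replicated more, so this does not rule dosage out. The 50 ribosomal protein genes had a median log2 ratio of 1.36, at percentile 100 of matched lists, whose central 95% ran from 0.07 to 0.66. With scaling by the median gene ratio, 37 of them were higher, against 49 with library totals. This shows that they differed from genes of their own level, but does not bear on why weakly read genes rose more than strongly read ones. The rise of weakly read genes therefore cannot be told apart from added background that misses the run, gene dosage or a difference in growth state.

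The K locus was lower in the *aqsR* mutant library, with a median log2 ratio of -0.66 over its 19 genes. Of these, 15 were lower and 4 higher, and all 19 were lower with scaling by the median gene ratio. A shift that depends on the level of a gene does not account for it, since the median stood at percentile 0 of the 10000 lists matched on level, whose central 95% ran from -0.08 to 0.91. Neighbouring genes that move together were not excluded. Among all 3856 runs of as many neighbouring genes, the median stood at percentile 4.91, inside the central 95%. Runs inside the region without reads are by themselves enough to fill the range below the central 95%. A drop of this size therefore could not have stood apart there, and this comparison does not decide the question. Among the 3690 runs that do not touch it, a comparison chosen after seeing the data, the median stood at percentile 0.881, outside the central 95%. Only this later comparison could have set the K locus apart, and there it did. The runs of both comparisons come from the whole chromosome and do not compare the locus with its surroundings. AOLE_19155, the gene next to *wzc* outside the locus, had a log2 ratio of -1.10, and with the 19 genes that start there the median was -0.76, so the drop was not limited to the locus on that side. The drop was uneven: the 7 genes AOLE_19120 to AOLE_19150 had log2 ratios from -1.61 to -0.91, and the other 12 from -1.08 to 0.30. The lowest of the 12 was AOLE_19115, next to AOLE_19120, so the stronger drop reached past that boundary. The next lowest of them was -0.76.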

How the results depend on the processing

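Of 65 alternatives computed for the operon levels, the operon ratios and the counts of genes, 53 were set before the data were examined and the others were chosen after seeing them. No operon ratio changed its direction in any of them. In 52 the result stayed on its side of the threshold, within its counting interval or within 1.5 times the count. In 12 the value moved further, and in 1 it was weaker. For operon ratios the threshold concerns the percentile among lists or runs. A changed library total or scaling shifts an operon and its lists alike, so these alternatives could not move that percentile. The first PNAG operon thus counts among the 52, although scaling by the median gene ratio took its log2 ratio from 1.20 to 0.04. The cause was not tested unless stated.

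With a library total that leaves out the 10 genes with the most wild type reads, the levels rose to 38.8 RPKM for the first PNAG operon, 45.4 for the second and 362 for the K locus, because the divisor is smaller. With the genes of Supplementary Fig. S3, the levels were 34.0 RPKM for the first PNAG operon and 16.2 for the second, the latter because AOLE_06340 is left out. With the K locus started 1 gene further, at AOLE_19155, its level was 303 RPKM. The median of single genes was 17.3 RPKM for the second PNAG operon and 273 for the K locus. The K locus stood at 292 in TPM and at 294 RPKM from unique reads.

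With scaling by the median gene ratio, 663 genes were at least 2-fold higher in the *aqsR* mutant library, against 2074 with library totals, and 863 at least 2-fold lower, against 307. That scaling lowers each log2 ratio by 1.16. It left the first PNAG operon at 0.04, close to no difference, and the second at 0.22. Among all random runs of neighbouring genes, the K locus, at a log2 ratio of -0.66, no longer stood apart, at percentile 4.91. Among the runs outside the run without reads, an alternative chosen after seeing the data, it still stood apart, at percentile 0.881.

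Of 160 values for the 32 genes named by the rule, 114 stayed the same, 37 moved and 9 reversed. With scaling by the median gene ratio, the log2 ratios became -0.067 for AOLE_14655, -0.0093 for AOLE_14665, -0.024 for AOLE_06350, -0.41 for AOLE_14650, -0.75 for *ahpC* (AOLE_13380), -0.79 for *oxyR* (AOLE_14380), -1.16 for *itrA* (AOLE_19075) and -0.86 for AOLE_19105. With the total without the 10 most-read genes, *itrA* was at -0.14. No paired analysis was possible because each strain had 1 library. The depth limits weakly read genes most: *soxR* had 17 reads in the wild type library.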

Differences from the paper's values

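Supplementary Fig. S3 prints the locus tags AOLE_06455 and AOLE_06460 at *pgaC* and *pgaD* of the second PNAG operon, with the paper's protein lengths of 415 and 150 aa. The genes with these tags in the deposited tables encode 201 and 884 aa, and lie at 1408008 to 1408613 and 1408652 to 1411306, outside the operon. None of the alternatives set before the data were examined bears on gene lengths. With the tags AOLE_06355 and AOLE_06360, which fall in the operon range given in the paper's text, the lengths were 415 and 152 aa; this reading was chosen after seeing the values.

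In Supplementary Fig. S4, the stationary phase curve of mapped reads, read by eye, peaks over the arrow counted as AOLE_19120. The highest RPKM was at its neighbour AOLE_19125, at 945 against 733 for AOLE_19120, whereas AOLE_19120 had more reads in all, 5994 against 4108.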

Other observations

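The tests named in this part describe the wild type and *aqsR* mutant libraries, and all ratios are of the mutant to the wild type. The *aqsR* locus was not analysed here, so the label of the mutant was not checked on its target.

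The median log2 ratio of the first PNAG operon was 1.20, at percentile 37.8 of the matched lists, whose central 95% ran from 0.34 to 2.25. That of the second was 1.38, at percentile 27.2, within 0.75 to 2.33. Neither operon stood apart from genes read at a similar level. In the first operon the ratio ran from 1.09 at AOLE_14655 to 1.96 at AOLE_14675. In the second, AOLE_06340 fell by 0.84 while the *pga* genes rose by 1.14 to 1.76. Fisher's exact test of the reads gave an adjusted p of 1.0e-09 for AOLE_14655 and 8.9e-31 for AOLE_06340, which compares the libraries, not the strains. Of the 19 K locus genes, 16 had an adjusted p under 0.05 in the same test, and *itrA* had 0.99. Among the 16, AOLE_19110 and AOLE_19105 were higher in the mutant, with log2 ratios of 0.21 and 0.30, and the others were lower. With scaling by the median gene ratio, all 19 were lower, *itrA* at -1.16.

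In the wild type library *ahpC* (AOLE_13380) had 8162 RPKM (95% Wilson interval 8077 to 8248), rank 12 of 3874 protein-coding genes. *oxyR* (AOLE_14380) had 193 RPKM (183 to 204) and *soxR* (AOLE_12135) 4.87 RPKM (3.04 to 7.80). Their log2 ratios were 0.41, 0.37 and 2.77, and those of *ahpC* and *oxyR* change sign with scaling by the median gene ratio.

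The 24 genes behind the proteins of Tables 1 and 2 had a median percentile of 89.5 among protein-coding genes in the wild type library, and 18 lay above the median gene. The highest level was that of *hutU* (AOLE_00355), 30799 RPKM and 5.16% of all reads, with a log2 ratio of -3.89. The lowest was *fepA* (AOLE_09880) at 12.5 RPKM. It lies in the run without reads in the mutant, as does another of the 24, and had a log2 ratio of -7.34. With 0 mutant reads, this ratio was -10.65 with 0.1 read added to each count and -4.09 with 10. The highest ratio was 1.74 at *nudF* (AOLE_04965). Of the 24, 13 were higher in the mutant with library totals and 3 with scaling by the median gene ratio.

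Among 3852 genes with at least 10 reads in at least 1 library, 2074 were at least 2-fold higher in the mutant and 307 at least 2-fold lower, of which 136 lie in the run without reads. The largest rises on the log2 scale were 8.40 at AOLE_18775 (72 reads against 21723), 6.52 at AOLE_07815 and 6.45 at AOLE_07935. The largest falls were at AOLE_10115 (-15.19), AOLE_10100 (-14.26) and AOLE_10105 (-13.82), all in that run. These genes had 0 mutant reads, so the size of the fall depends on the reads added to each count. For AOLE_10115 it was -18.51 with 0.1 read added and -11.87 with 10.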
